A study of Mus musculus with 50 samples.

How the data were processed

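Gene expression was measured by RNA sequencing in 18 whole E13.5 mouse brains, in 6 groups of 3 embryos. Per the labels, 9 embryos belonged to the comparison for mutations of Gtf2i and 9 to the comparison for mutations of Gtf2ird1, and each comparison had its own wild-type (wt) embryos. The comparisons are called the gtf2i cross and the ird1 cross here. Within each cross the genotype label named no mutant allele (wt), the mutant allele once (gtf2i or ird1), or the mutant allele on both sides of a slash (gtf2i/gtf2i or ird1/ird1). The middle group was read as carrying 1 mutant allele. The sex of the embryos was not used here, because the labels do not give it. The series also holds 32 chromatin immunoprecipitation and input samples, which were not analysed here.

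Per the labels' protocols, total RNA was depleted of ribosomal RNA and made into libraries with a commercial kit for Illumina sequencing. The deposited values were whole-number read counts per gene, with no normalization, for 11708 genes identified by Ensembl numbers. The aligner, the counting program, the strand setting and the genome build are not stated in the labels or the file header. The table also gave 1 transcript length per gene, which was used only to describe genes and to remove length trends. The smallest count in each library was between 2.9 and 3.09 CPM of the unscaled total, so the authors' deposited counts had been filtered to genes above a minimum in every sample. A gene that was silent in any 1 group is therefore not analysed here. Of the gene identifiers, 11704 were found in a table of Ensembl names, and 11663 of these carried the same symbol. For the order of neighbouring genes, 11392 symbols were found in the RefSeq annotation of assembly GRCm38.p6, and no coordinates of that assembly are printed. No check of GC content was made, since it needs the genome sequence.

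Total counts ranged from 3239117 to 7371483 per library. The smallest count of a gene in any library was 10, which alone gives a counting error of 31.6%, and the median count of the library with the lowest median was 116, which gives 9.28%. These errors cover counting only, since amplified reads without molecular identifiers are not independent molecules. All 18 pairs of libraries within a group differed by more than sampling noise (chi-square per degree of freedom from 2.9 to 29.5), so none was treated as a repeat of another.

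The main test, its samples and its covariates, the gene lists and the rule for named genes were chosen before the data were examined. Counts were scaled by the trimmed mean of M values (TMM), filtered with filterByExpr, which removed 0 genes, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The software was R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Each contrast within a cross was fitted on the 9 libraries of that cross, which shared 1 estimate of the spread with 6 residual degrees of freedom. The difference between the gtf2i/gtf2i and ird1/ird1 effects, and the contrast of the wt groups of the crosses, were fitted on all 18 libraries with 6 groups. A gene with an adjusted p under 0.05 is described as called. Levels are CPM, counts scaled to a common total, from the TMM-scaled library size, as mean ± SD over the 3 libraries of a group. For the targeted genes an exact permutation test on CPM was added. It was two-sided, and with 3 libraries against 3 it cannot give a p below 0.1.

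Named genes were Gtf2i and Gtf2ird1 in every contrast. In each contrast they also included the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean log2 CPM of at least 0 and no overlap between the libraries of both groups. The condition on overlap was dropped for the difference between effects. Where 5 or fewer genes were called, all were named. Genes of the region list past the threshold over that list were named too. The rule also asked for levels of Xist, Ddx3y, Eif2s3y, Uty and Kdm5d per sample, which were not analysed here because the table had no entry for them.

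Gene lists were written from general knowledge. One list held 34 symbols of the region deleted in Williams syndrome and of genes beside it, such as Auts2, Caln1 and Hip1. Of the 34 symbols, 22 were in the table. Marker lists covered red blood cells (9 genes in the table), mesenchyme (18), endothelium (15), radial glia (16), neurons (20), the telencephalon (17) and p53 targets (18). Lists for skeletal muscle, hindbrain Hox genes and the sex chromosomes had 0 genes in the table and gave no test. The 7 remaining marker lists were tested in the 6 genotype contrasts with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 42 tests, and again with fry and with camera at an estimated correlation.

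Sample titles begin with a number shared by several samples, whose meaning the labels do not state. In the gtf2i cross each of 3 such numbers holds 1 library of each genotype. Deviations of log2 CPM from the group means correlated at 0.373, 0.104 and 0.514 across genes between the wt and gtf2i/gtf2i libraries that share a number. Of the 18 pairs of that cross that share no number, 1 exceeded 0.1. It was wt replicate 1 with gtf2i/gtf2i replicate 1, at 0.199. By the criterion used here, that every pair exceed 0.1, these numbers pair the gtf2i/gtf2i and wt libraries. The pairing is not firmly established, because the accepted 0.104 lies below that 0.199. A fit with the number as a block was therefore placed beside the main result wherever it changed that result.

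The test was checked on simulated counts drawn from the real means and library sizes, with 200 of the 11708 genes changed. It recovered 94.5% of them in the gtf2i cross and 95.5% in the ird1 cross. The median log2 fold change of the simulated rises was 0.986 and 1.02, so this recovery does not speak for smaller changes. False calls made up 9.13% and 4.98% of all calls, so in the gtf2i cross the share of false calls in the simulation lay above the nominal 5%.

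Alternatives chosen at the outset were size factors of the DESeq2 kind (RLE), other filters on low counts, DESeq2, limma-voom, other sets of samples in the fit, the block, an adjusted p threshold of 0.1, and leaving out each library. A covariate from the level of Xist was also intended and was not run. After the data had been seen, further alternatives were added. These were a minimum of 10 CPM in 3 libraries, a minimum transcript length of 300 bases, the log2 CPM of Kdm5c as a covariate, removal of each library's trend of log2 CPM on transcript length (lowess span 0.3), and that removal together with the block. Other splits of the libraries into groups of equal size were fitted in the same way, all 10 for a contrast of 3 against 3 and 100 drawn from 200 for the difference between effects. For the difference, the 80 regroupings that part every pair of gtf2i/gtf2i and wt libraries were also fitted, without and with the block, which was chosen after the data had been seen. Because comparisons within a cross share libraries, the comparison of heterozygous with homozygous differences was set beside 50 simulated data sets in which the heterozygotes were unchanged and 50 in which they lay midway.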

Results

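RNA was sequenced from the whole brains of 18 E13.5 mouse embryos. The design asks how mutation of Gtf2i, and separately of Gtf2ird1, alters transcription in the developing brain. Both genes encode transcription factors and lie in the chromosomal region whose deletion causes Williams syndrome in humans. Each cross contributed 3 wt embryos, 3 labelled with 1 mutant allele and 3 labelled with both. Total counts per library ranged from 3239117 (ird1 cross, wt replicate 2) to 7371483 (ird1 cross, ird1/ird1 replicate 2), spread over 11708 genes. The biological coefficient of variation was 10.4% in the gtf2i cross and 10% in the ird1 cross.

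The targeted genes were examined first. Gtf2i (ENSMUSG00000060261) was at 624 ± 30.7 CPM in the wt embryos of the gtf2i cross, 368 ± 6.23 CPM in gtf2i and 82.5 ± 0.797 CPM in gtf2i/gtf2i (SD, n = 3 each). The fall in gtf2i/gtf2i to 13.2% of wt was a log2 fold change of -2.93 (SE 0.0781), with an adjusted p of 2.79e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In gtf2i the level was 59% of wt, a log2 fold change of -0.76 (SE 0.0713, edgeR adjusted p 0.000501). In the ird1 cross Gtf2i did not differ detectably between genotypes. Its level was 614 ± 23.7 CPM in wt and 599 ± 20.1 CPM in ird1/ird1 (n = 3 each), a log2 fold change of -0.05 (SE 0.0837, edgeR adjusted p 0.766).

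Gtf2ird1 (ENSMUSG00000023079) rose with the number of mutant alleles in both crosses. In the ird1 cross it was at a mean of 98.2 CPM in wt (90.4 to 114 CPM), 149 ± 1.93 CPM in ird1 and 223 ± 4.21 CPM in ird1/ird1 (SD, n = 3 each). The ird1/ird1 level was 227% of wt, a log2 fold change of 1.18 (SE 0.0974, edgeR adjusted p 3.92e-05). The ird1 level was 152% of wt, a log2 fold change of 0.61 (SE 0.0975), and did not pass the threshold over all genes (edgeR adjusted p 0.16). In the gtf2i cross Gtf2ird1 was at 92.4 ± 7.32 CPM in wt, 136 ± 8.92 CPM in gtf2i and 267 ± 21 CPM in gtf2i/gtf2i. These were log2 fold changes of 0.55 (SE 0.0915, edgeR adjusted p 0.15) and 1.52 (SE 0.0915, edgeR adjusted p 5.61e-07) against wt. The rise in gtf2i was called under 4 alternatives: with DESeq2, with only the groups compared, with all 18 libraries, and with the block and the length trend removed together. The gene a cross is named for had no overlap between any of its 3 genotypes, and each exact permutation test within the cross gave the smallest p that 3 against 3 allows, 0.1. The table counts reads per gene, so a change in transcript level does not measure the protein. The related gene Gtf2ird2 was not called in any genotype contrast, with log2 fold changes from -0.06 to 0.08.

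**Figure D1:**
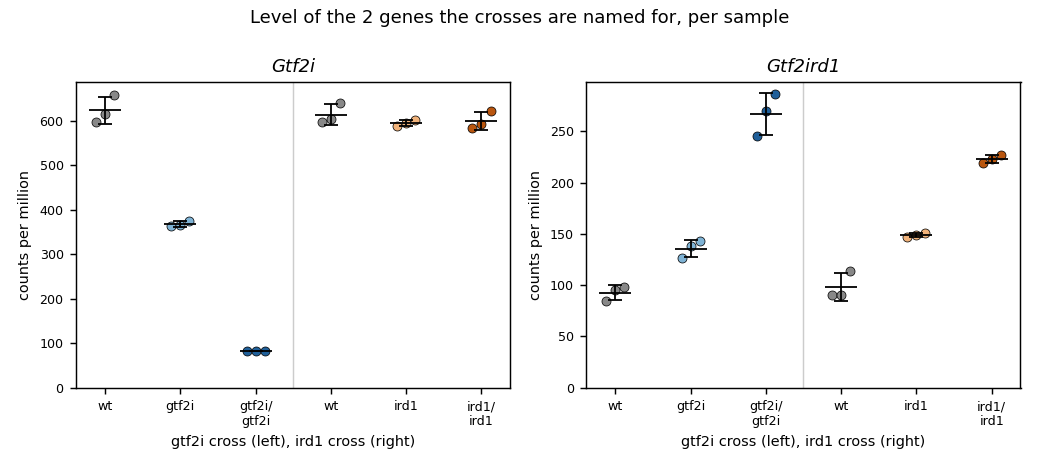
Level of Gtf2i (left) and Gtf2ird1 (right) in CPM on the vertical axis, for the 3 genotypes of the gtf2i cross and the 3 genotypes of the ird1 cross on the horizontal axis, with points for libraries and lines for the mean ± SD of each group (n = 3). Gtf2i falls only in the gtf2i cross, to 82.5 CPM in gtf2i/gtf2i, and Gtf2ird1 rises in both crosses, to 267 CPM in gtf2i/gtf2i and 223 CPM in ird1/ird1.

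In gtf2i/gtf2i against wt, 110 of 11708 genes were called (edgeR, adjusted p under 0.05), 48 higher and 62 lower, and 26 of them changed by more than 2-fold. At an unadjusted p under 0.05 there were 1684 genes, where chance gives 585. Libraries of the groups did not overlap for 1967 genes, 16.8%, where chance gives 10%. The number of called genes, 110 with all libraries, depended strongly on single libraries. It was 1159 without gtf2i/gtf2i replicate 3 and 28 without wt replicate 3, where the number at an unadjusted p under 0.05 was 2722 and 1135. Higher calls outnumbered lower ones in 4 of the 6 fits that each left out 1 library, up to 65.2% without gtf2i/gtf2i replicate 1. With the number shared by sample titles as a block, 624 genes were called, including all 110.

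The largest rise was in Rps4l (ENSMUSG00000063171), from 22.8 ± 2.23 to 144 ± 17.8 CPM (SD, n = 3 each). Its log2 fold change was 2.64 (SE 0.132, edgeR adjusted p 7.44e-08). Rps4l is a close copy of Rps4x, and how reads that fit both were counted is not stated, so its level is uncertain. Apobec3 (ENSMUSG00000009585) rose from 4.46 ± 1.34 to 18.1 ± 2.2 CPM, a log2 fold change of 2.00 (SE 0.203, edgeR adjusted p 0.000182). Nxt2 (ENSMUSG00000042271) rose by 1.69 on the log2 scale (SE 0.172, edgeR adjusted p 0.000182), and Pnpla6 (ENSMUSG00000004565) by 1.49 (SE 0.0941, edgeR adjusted p 8.06e-07). The rise of Gtf2ird1 given above is the largest between those of Nxt2 and Pnpla6. After Gtf2i, the largest falls were in Ttr, Tnc, Neurod6 and Pcdhb16. Ttr (ENSMUSG00000061808) went from 213 ± 37.2 to 69 ± 13.1 CPM, a log2 fold change of -1.63 (SE 0.184, edgeR adjusted p 0.000532). Tnc (ENSMUSG00000028364) had a log2 fold change of -1.43 (SE 0.216, edgeR adjusted p 0.00639). Neurod6 (ENSMUSG00000037984) went from 97.4 ± 20.2 to 39.5 ± 6.83 CPM, a log2 fold change of -1.30 (SE 0.149, edgeR adjusted p 0.000533). Pcdhb16 (ENSMUSG00000047910), a member of a multigene family whose reads can be shared, had a log2 fold change of -1.28 (SE 0.204, edgeR adjusted p 0.0091). The calls of Ttr, Tnc, Neurod6 and Pcdhb16 were lost when the level of Kdm5c was added as a covariate, and that of Pcdhb16 also without wt replicate 3. Kdm5c was at 286 to 303 CPM in wt and 314 to 397 CPM in gtf2i/gtf2i, so that covariate is largely confounded with this contrast.

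**Figure D2:**
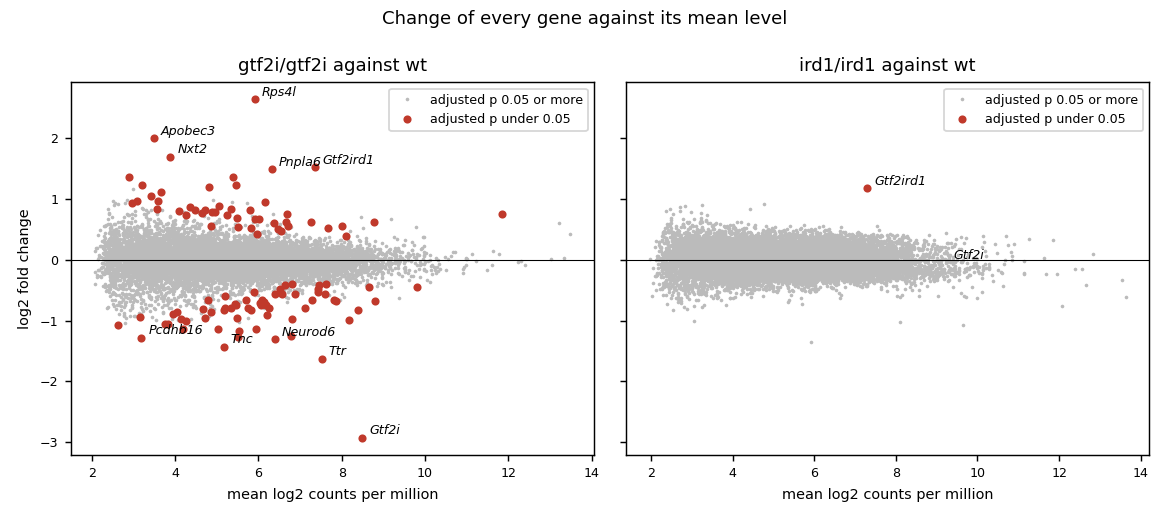
The log2 fold change of each of the 11708 genes on the vertical axis against its mean log2 CPM on the horizontal axis, for gtf2i/gtf2i against wt (left) and ird1/ird1 against wt (right). Each point is a gene, and red points are the 110 genes (left) and the 1 gene (right) with an edgeR adjusted p under 0.05.

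**Figure D3:**
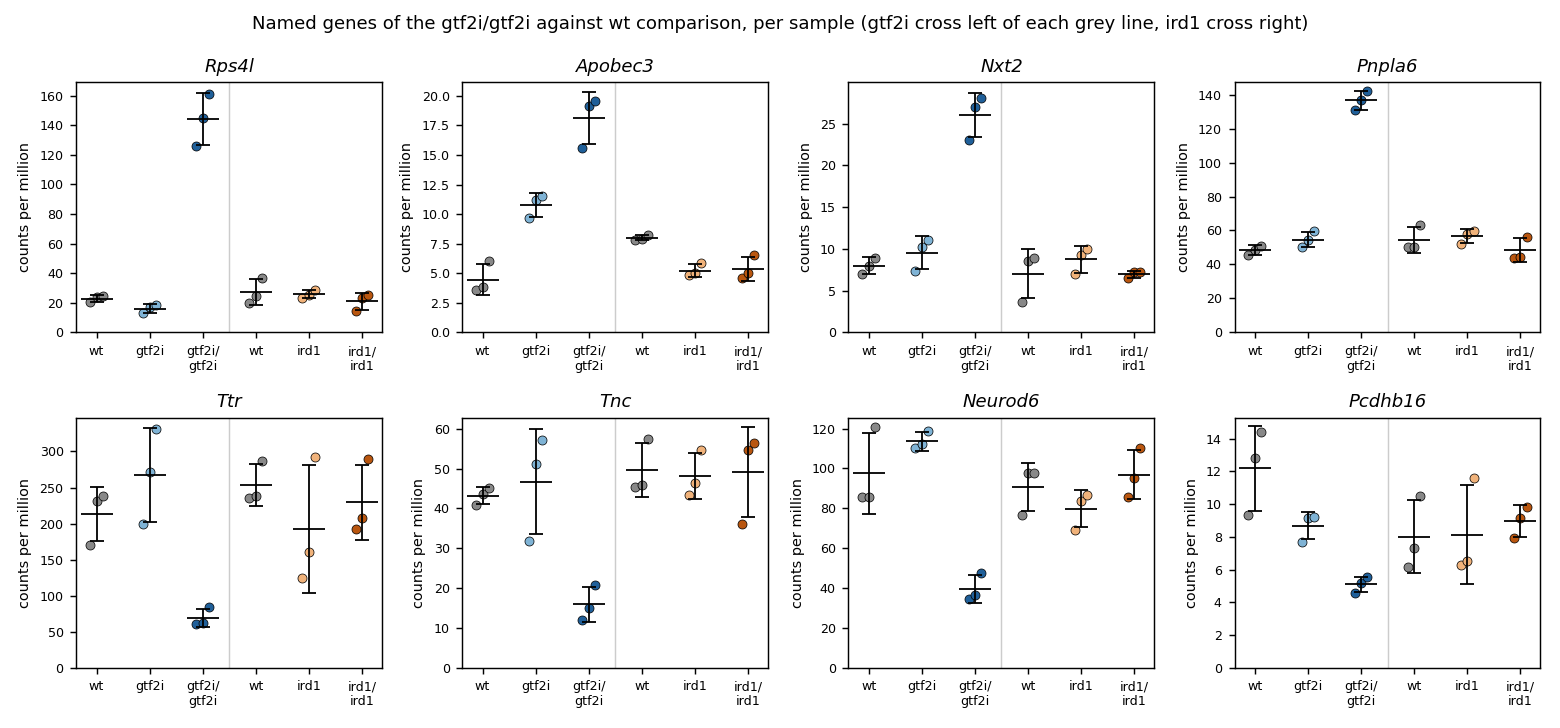
Levels in CPM (vertical axis, from 0) of the 8 named genes other than Gtf2i and Gtf2ird1 in gtf2i/gtf2i against wt, for the 6 groups on the horizontal axis, with points for libraries and lines for the mean ± SD (n = 3). Rps4l reaches 144 CPM in gtf2i/gtf2i against 22.8 CPM in its wt, while it stays at 21.1 CPM in ird1/ird1.

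Between gtf2i and wt, 1 gene was called, Gtf2i itself, and 187 genes had an unadjusted p under 0.05, where chance gives 585. Between gtf2i/gtf2i and gtf2i, 365 genes were called, 156 higher and 209 lower, and 1935 had an unadjusted p under 0.05. Of the 110 genes called against wt, 103 were also called against gtf2i, all in the same direction. These contrasts share the gtf2i/gtf2i libraries, so some overlap arises without an effect of its own. Leaving out 1 library moved the count of 365 to between 67 (without gtf2i replicate 2) and 1376 (without gtf2i/gtf2i replicate 3). Higher calls outnumbered lower ones without gtf2i/gtf2i replicate 1 (63.4%) and without gtf2i replicate 3 (51.4%). The number at an unadjusted p under 0.05 ranged from 1309 without gtf2i replicate 3 to 2981 without gtf2i/gtf2i replicate 3.

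In gtf2i/gtf2i against gtf2i, Gtf2i had a log2 fold change of -2.16 (SE 0.0766, edgeR adjusted p 1.36e-09) and Gtf2ird1 of 0.97 (SE 0.0895, edgeR adjusted p 7.08e-05). The 5 largest rises were in Rps4l, Hsd3b6 (ENSMUSG00000027869), Nxt2, Gm38534 (ENSMUSG00000108634) and Tmem267 (ENSMUSG00000074634). Their log2 fold changes were 3.14, 1.67, 1.44, 1.38 and 1.37, with edgeR adjusted p from 1.26e-08 to 0.000701. Hsd3b6 rose from 23.1 ± 2.03 to 74.1 ± 8.76 CPM (SD, n = 3 each), in a family of similar genes whose reads can be shared. Besides Gtf2i, the largest falls were in Ttr, Tiam2 (ENSMUSG00000023800), Aldoc (ENSMUSG00000017390) and Tnc. Their log2 fold changes were -1.95, -1.66, -1.59 and -1.55, with edgeR adjusted p from 8.77e-05 to 0.00237. Aldoc went from 63.1 ± 10.2 to 21.1 ± 2.17 CPM.

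The genes called in gtf2i/gtf2i were then followed in the embryos labelled with 1 mutant allele. Of 109 genes called against wt other than Gtf2i, 43 (39.4%) had the same sign of change in gtf2i. The median ratio of the heterozygous to the homozygous log2 fold change was -0.08. Both contrasts share the wt libraries, so chance alone moves this ratio. In 50 simulations with unchanged heterozygotes the ratio lay between -0.02 and 0.06, with the same sign in 55.8% of genes (46.1% to 66.3%). In 50 simulations with heterozygotes midway it lay between 0.44 and 0.55. Leaving out each of the 9 libraries in turn gave ratios from -0.14 to 0.01.

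In ird1/ird1 against wt, 1 gene was called, Gtf2ird1, and 1886 had an unadjusted p under 0.05. Libraries did not overlap for 26.9% of genes, where chance gives 10%. The number at an unadjusted p under 0.05 was 877 without wt replicate 2, 983 without ird1/ird1 replicate 1, 1194 without ird1/ird1 replicate 2 and 2507 without wt replicate 1. In ird1 against wt, 0 genes were called and 353 had an unadjusted p under 0.05, from 214 without ird1 replicate 1 to 694 without wt replicate 1. In ird1/ird1 against ird1, 0 genes were called and 546 had an unadjusted p under 0.05 (183 without ird1 replicate 2), with a log2 fold change of Gtf2ird1 of 0.57 (SE 0.0934, edgeR adjusted p 0.242). Gtf2ird1 was the 1 gene called in ird1 against wt without wt replicate 2, the library with the lowest total, with a log2 fold change of 0.72. Of the 11708 genes tested in both crosses, 110 were called in gtf2i/gtf2i and 1 in ird1/ird1, and the 1 gene called in both was Gtf2ird1 (Fisher's exact test, p = 0.0094). That p rests on the 1 gene the ird1 cross is named for, so it does not speak for a shared response of other genes. The crosses share no library. Their log2 fold changes correlated across genes with r of 0.0882 and rho of 0.107, where genes are not independent replicates. Of the 108 genes called in gtf2i/gtf2i other than Gtf2i and Gtf2ird1, 69 (63.9%) had the same sign in ird1/ird1. Their median absolute log2 fold change was 0.79 in gtf2i/gtf2i and 0.18 in ird1/ird1.

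Whether the crosses differ was tested directly. The difference between the gtf2i/gtf2i and ird1/ird1 effects was called for 20 genes, 15 higher in gtf2i/gtf2i and 5 lower, and 1517 genes had an unadjusted p under 0.05. Of 100 regroupings of the libraries drawn at random, 8 including the real one gave at least 20 genes, so the count was not distinguished from groupings that ignore the title numbers. With the block 83 genes were called. Of the 80 regroupings that part every pair of gtf2i/gtf2i and wt libraries sharing a number, 8 gave at least 20 genes without the block and 3 at least 83 with it, the real one included. All of these had the real grouping of the gtf2i cross, which 20 of the 80 share. Without gtf2i/gtf2i replicate 3 the count was 723, of which 280 were higher and 443 lower, with 2869 at an unadjusted p under 0.05, and without wt replicate 3 of the gtf2i cross that last number was 918. Gtf2i had a log2 difference of -2.88 (SE 0.0989, edgeR adjusted p 3.89e-14), whereas that of Gtf2ird1, 0.34 (SE 0.129), had an unadjusted p of 0.0165 and was not called over all genes (edgeR adjusted p 0.296). The 5 largest positive differences were in Rps4l, Apobec3, Nxt2, Pnpla6 and Gas2l1 (ENSMUSG00000034201). These were 2.98, 2.56, 1.81, 1.66 and 1.505 on the log2 scale, with edgeR adjusted p from 3.67e-06 to 0.0107. The negative differences besides Gtf2i were in Pcdhb22 (ENSMUSG00000073591), Neurod6, Neurod2 (ENSMUSG00000038255) and Plcxd2 (ENSMUSG00000087141). These were -1.59, -1.38, -0.97 and -0.83, with edgeR adjusted p of 0.0496, 0.00271, 0.0318 and 0.0291. Pcdhb22, Neurod2 and Plcxd2 lost their calls under 12, 10 and 11 alternatives, and Pcdhb22 belongs to the same multigene family as Pcdhb16. Nxt2 lost its call without ird1 wt replicate 1 (or replicate 3).

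The wt embryos of the crosses were compared as a yardstick, since neither group is labelled with a mutant allele. At an adjusted p under 0.05, 0 genes were called (smallest edgeR adjusted p 0.0689), and 3827 genes had an unadjusted p under 0.05. Without wt replicate 2 of the ird1 cross, the library with the lowest total, that number was 1864, and without wt replicate 3 or 2 of the gtf2i cross it was 2287 or 2416. The 9 other splits of these 6 libraries gave from 195 to 2616 genes at an unadjusted p under 0.05. At an adjusted p under 0.1 there were 2387 genes. Without wt replicate 1 of the gtf2i cross 2076 genes were called, and without wt replicate 1 of the ird1 cross 1032. Gtf2i and Gtf2ird1 were not called, with log2 fold changes of 0.02 (SE 0.0674, edgeR adjusted p 0.825) and -0.08 (SE 0.0946, edgeR adjusted p 0.578).

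Genes near the edited loci were taken from the list for the Williams syndrome region. That list also holds genes beside the region, such as Auts2, Caln1 and Hip1. The adjustment over the list covered all 22 of its genes in the table, Gtf2i and Gtf2ird1 included. A targeted gene with a small p lowers the adjusted p of the others. Of the 20 listed genes in the table besides Gtf2i and Gtf2ird1, 5 were called in gtf2i/gtf2i against wt when adjusted over the list alone, and 0 over all genes tested, where the number at an unadjusted p under 0.05 was also 5. These were Caln1, Stx1a, Clip2, Hip1 and Fzd9, with log2 fold changes of -1.03, -0.44, -0.30, 0.24 and -0.51. Their edgeR p adjusted over the list alone ranged from 0.00502 to 0.0195. Without gtf2i/gtf2i replicate 2 the number was 2, without wt replicate 1 it was 3, and with the block it was 6, with Auts2 added. The same 5 genes were called over the list in gtf2i/gtf2i against gtf2i, where Clip2 and Caln1 also passed over all genes tested (edgeR adjusted p 0.0266 and 0.0308). That number was 2 without gtf2i replicate 2, and 3 without gtf2i replicate 3 or without gtf2i/gtf2i replicate 2. In ird1/ird1 against wt, Eln was called over the list alone, with a log2 fold change of -0.63 (SE 0.176) and an edgeR adjusted p of 0.0288 over the list and 0.296 over all genes. Eln passed over the list only because Gtf2ird1, the targeted gene, was counted in that adjustment. Leaving out single libraries removed the call of Eln in 4 of the 6 fits. In the difference between effects, Caln1 was called over the list alone, with a log2 difference of -1.10 (SE 0.285, edgeR adjusted p 0.0102 over the list and 0.127 over all genes). None of the 20 was called in gtf2i or ird1 against wt or in ird1/ird1 against ird1.

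Marker lists were tested for shifts in tissue or cell composition. Of 42 tests, 23 had an adjusted p under 0.05 by camera at the preset correlation, but 2 by fry and 2 by camera at an estimated correlation. The same 2 tests passed by all methods, and both were the telencephalon list, in gtf2i/gtf2i against wt and in gtf2i/gtf2i against gtf2i. Against wt, 15 of its 17 genes were lower, with a median log2 fold change of -0.41, and 7 were called singly. The adjusted p was 6.18e-15 by camera, 0.00471 by fry and 0.0321 by camera at an estimated correlation. Against gtf2i the median was -0.43 and the adjusted p by fry 0.00349.

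The other lists passed with the preset correlation and not by the other methods. With the length trend removed, an alternative chosen after the data had been seen, the red blood cell list also passed by fry in gtf2i/gtf2i against gtf2i (adjusted p 0.0338). In gtf2i/gtf2i against wt the median log2 fold changes were 0.41 for red blood cell genes, 0.27 for mesenchyme, 0.24 for radial glia, -0.18 for neurons, -0.01 for endothelium and 0.14 for p53 targets. By camera the first 4 passed (adjusted p from 5.89e-05 to 0.00422) and the last 2 did not (0.829 and 0.057). With the block the p53 list passed (0.0468). By fry the adjusted p of these 6 lists ranged from 0.159 to 0.996. In gtf2i against wt, the red blood cell and endothelium lists passed by camera, with medians of -0.11 and -0.16. The telencephalon list was higher there, with a median of 0.07, and did not pass by camera (adjusted p 0.057). It passed by camera with the block (0.0294), with the length trend removed (0.032) and with both (0.015), but not by fry. In gtf2i/gtf2i against gtf2i, the red blood cell, mesenchyme, endothelium, radial glia and neuron lists passed by camera, with medians of 0.63, 0.18, 0.18, 0.19 and -0.15. The p53 list passed there by camera only with the block (adjusted p 0.0429, against 0.0514 without it). In ird1/ird1 against wt, the neuron and telencephalon lists passed by camera, with medians of 0.15 and -0.12. In ird1 against wt, all lists but radial glia and p53 targets passed by camera, with medians from -0.22 to 0.19. In ird1/ird1 against ird1, the red blood cell, mesenchyme and endothelium lists passed by camera, with medians of -0.21, 0.31 and 0.15.

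**Figure D4:**
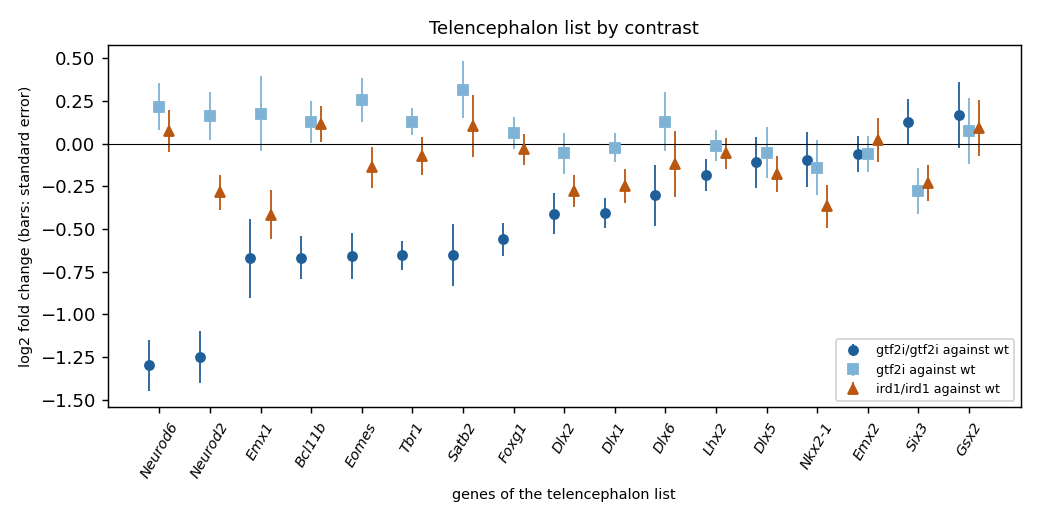
The log2 fold change (vertical axis) of the 17 genes of the telencephalon list (horizontal axis), in gtf2i/gtf2i, gtf2i and ird1/ird1 against their wt groups, with points for estimates and bars for standard errors from the edgeR fits. In gtf2i/gtf2i 15 of the 17 genes lie below 0, down to -1.30 for Neurod6.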

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

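All tests in this part were chosen only after the result was seen, though for the fit without the 20 most abundant features what it should show was written down before its outcome was known. What drew attention is a difference between groups: 20 genes had effects of gtf2i/gtf2i and of ird1/ird1 that differed by edgeR's quasi-likelihood test of the difference itself. The genes named among them had log2 differences of -2.88 (Gtf2i), 2.98 (Rps4l), 2.56 (Apobec3), 1.81 (Nxt2), 1.66 (Pnpla6), 1.505 (Gas2l1), -1.59 (Pcdhb22), -1.38 (Neurod6), -0.97 (Neurod2) and -0.83 (Plcxd2). Of 100 regroupings of the libraries, 8 including the real one gave at least 20 genes, and 1 of the others gave 768. Of the 80 regroupings that part every pair of gtf2i/gtf2i and wt libraries sharing a title number, 8 including the real one gave at least 20 genes, and with the block 3 gave at least the 83 genes of the real one. All of these had the real grouping of the gtf2i cross, which 20 of the 80 share, and the highest count with another grouping of that cross was 0. The number of genes thus depends on the grouping of the gtf2i cross, while 8 of 20 groupings of the ird1 cross, or 3 of 20 with the block, gave as many. The statements below concern the genes and not their number. These regroupings do not bear on a single gene such as Gtf2i, whose adjusted p was 3.89e-14.

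Several technical explanations of these 20 genes were tested. With every library thinned to the lowest total, 11 of the 20 genes were still called, which speaks against unequal library depth for these. For the 9 others depth cannot be told apart from the loss of calls that fewer counts alone bring. This count was the first version of the test. A second version compared the sizes of the differences before and after thinning, and was dropped because thinning leaves them about equal by construction. Without the 20 most abundant features, which hold 6.67% to 11.6% of the counts, all 20 genes were still called. All 20 were also still called with the length trend removed. The genotype groups of a cross overlapped in 0 pairs for the gene the cross is named for, which speaks against samples exchanged between genotypes of a cross. It does not bear on a wt sample assigned to the wrong cross, because Gtf2i and Gtf2ird1 did not differ detectably between the wt groups. Among 49 neighbours of Gtf2i, 10.2% had an unadjusted p under 0.05 for the difference, against 13% of other genes (Fisher's exact test, p = 0.83), and 0 were called, which speaks against strain variants carried with the locus as the source of these 20 genes. In the separate contrasts the shares were 12.2% against 14.4% for gtf2i/gtf2i against wt and 18.4% against 16.5% for gtf2i/gtf2i against gtf2i (Fisher's exact test, p = 0.839 and p = 0.7). Among these neighbours Galnt17, named after its values were seen, was called in both, and Caln1 and Clip2 in the second, so such variants were not excluded for these 3 genes.

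The sex of the embryos is not in the labels, and the level of the X-linked gene Kdm5c was used in its place. With Kdm5c as a covariate 9 of the 20 genes were still called. For the 11 others, all 11 had a slope on Kdm5c within groups more than 2 SE away from the slope that their difference would need, so unequal sex is counted against there too. A first version of that test had asked how many of the 11 followed Kdm5c within groups (smallest adjusted p 0.615) and was replaced by the comparison of slopes. Each effect is taken against the wt embryos of its own cross, so a constant offset between the crosses cancels. For Gtf2i the difference is that of the labelled mutation. For the other genes an effect of genotype that differs between the mutations stands as a hypothesis, found and tested on the same data, and library depth stays open for 9 of the 20.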

How the results depend on the processing

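The alternatives of 10 CPM, 300 bases, the Kdm5c covariate and the length trend were chosen after seeing the data. The fall of Gtf2i in gtf2i/gtf2i against wt (-2.95 to -2.89) and the rise of Gtf2ird1 in ird1/ird1 (1.14 to 1.29) and in gtf2i/gtf2i (1.46 to 1.70) kept their calls under every alternative. Gtf2i in ird1/ird1 stayed uncalled (-0.09 to -0.01). The fall of Gtf2i in gtf2i against wt was -0.80 and not called with the Kdm5c covariate. Kdm5c was lower in wt (286 to 303 CPM) than in gtf2i (379 to 401 CPM) and gtf2i/gtf2i (314 to 397 CPM), so this covariate is largely confounded with both contrasts against wt in this cross. The rise of Gtf2ird1 in ird1 against wt was called with DESeq2 (0.61), with all 18 samples (0.61), and without ird1 wt replicate 2 (0.72), and ranged from 0.56 to 0.72 across the fits that each left out 1 library.

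For gtf2i/gtf2i against wt the 110 calls became 322 with DESeq2, 31 with only the groups compared, 262 with all 18 samples, 412 at an adjusted p of 0.1, 168 with at least 300 bases, 7 with Kdm5c and 293 with the length trend removed. The share of higher calls moved from 43.6% to 58.1% with only the groups compared and 85.7% with Kdm5c. Leaving out 1 library gave 28 to 1159, with 36.5% to 65.2% higher. For gtf2i against wt the 1 call became 6 with DESeq2, 5 with only the groups compared, 3 with all 18 samples and 0 with Kdm5c (384 at an unadjusted p under 0.05). Gtf2ird1 was among the calls with DESeq2, with only the groups compared, with all 18 samples and with block and length trend together. Apobec3 was called with DESeq2, with all 18 samples and with block and length trend together. Its level was 4.46 CPM in wt, 10.8 CPM in gtf2i and 18.1 CPM in gtf2i/gtf2i. For gtf2i/gtf2i against gtf2i the 365 calls became 672 at 0.1 and 161 with Kdm5c, where the share of higher calls moved from 42.7% to 59.6%. Leaving out 1 library gave 67 to 1376, with 31.8% to 63.4% higher.

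For ird1 against wt the 0 calls became 1 with DESeq2 and with all 18 samples, and 0 to 1 when 1 library was left out. For ird1/ird1 against ird1 they became 1 with DESeq2, with only the groups compared and with all 18 samples. Each such call was Gtf2ird1. The difference between effects moved from 20 to 84 with DESeq2, 68 at 0.1, 9 with Kdm5c and 33 with the length trend removed, and from 12 to 723 when 1 library was left out. Its share of higher calls moved from 75% to 52.4%, 54.4% and, with the block, 54.2%, and leaving out 1 library gave 38.7% (without gtf2i/gtf2i replicate 3) to 87.5%. Between the wt groups the 0 calls became 1561 with DESeq2 and 2387 at 0.1, and leaving out 1 library gave 0 to 2076.

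With the replicate block, calls were 624 in gtf2i/gtf2i against wt, 2 in gtf2i against wt, 892 in gtf2i/gtf2i against gtf2i and 83 in the difference. With block and length trend together they were 845, 5, 1097 and 77. In gtf2i/gtf2i against gtf2i the libraries sharing a number correlated at 0.0613, 0.115 and 0.0568, and in gtf2i against wt at 0.275, 0.349 and 0.0483, so the numbers are not treated as pairs there. In the ird1 cross the block changed no count of calls, and besides the changes printed here, the p53 list and the call of Auts2 over the region list (6 genes in place of 5) it changed no other result of gtf2i/gtf2i against wt described here. No paired analysis was possible for the wt groups because the crosses share no such number.

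The region list gave 2 to 5 genes in gtf2i/gtf2i against wt, 2 to 6 in gtf2i/gtf2i against gtf2i and 0 to 2 in ird1/ird1 against wt when 1 library was left out. The 23 marker list calls became 2 with fry and 2 with an estimated correlation. For named genes, 589 of 629 values kept their call and 40 were weaker, 30 of them when 1 library was left out. For marker lists, 204 of 276 values kept their call and 72 were weaker. No result reversed. The rise in calls without gtf2i/gtf2i replicate 3 was examined further, as given below. The cause of the other changes was not tested, except that fewer samples or a looser threshold changes counts by construction. The alternative with Xist was not run because the table has no entry for it. No filter and a minimum of 1 CPM removed no gene. At a count of 10 the counting error is 31.6%, so small changes in the least abundant genes are not resolved.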

Other observations

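All tests in this part were chosen only after the result was seen, though for those on gtf2i/gtf2i replicate 3 what they should show was written down before their outcome was known. Other splits of the libraries were fitted for every contrast of 3 against 3, where 10 splits allow no share below 0.1. As many calls as in the real grouping came from 2 of 10 splits for gtf2i/gtf2i against wt, 1 for gtf2i against wt, 1 for gtf2i/gtf2i against gtf2i and 2 for ird1/ird1 against wt. It was 10 of 10 for ird1 against wt, ird1/ird1 against ird1 and the wt groups, which had 0 calls. The other split of gtf2i/gtf2i against wt gave 986 calls. Of the 4 splits that part all 3 pairs sharing a title number, only the real one gave any call. At an unadjusted p under 0.05 the real grouping of ird1/ird1 against wt was the highest, with 1886 genes against 162 to 653 in the other splits. For gtf2i/gtf2i against wt it was not, with 1684 genes against 3088 in the split with 986 calls.

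Leaving out gtf2i/gtf2i replicate 3 raised the calls against wt from 110 to 1159, 10.5-fold. With the length trend removed the rise was still 4.35-fold, from 293 to 1275, which speaks against that trend as the whole cause. In replicate 3 the median share of the difference seen in the other 2 libraries was 0.37, against 0.82 and 0.997 for replicates 1 and 2. Whether the effect is smaller in that library cannot be told apart from a difference in litter, stage, dissection or library batch. Gm23935 made up 0.353% of the counts in gtf2i/gtf2i replicate 3 and 0.307% in wt replicate 3. In the other libraries of the cross it made up 0.804% to 2.07%. Among them was gtf2i replicate 2, with the same title number, at 1.29%. The Gtf2i level of gtf2i/gtf2i replicate 3 was 81.8 CPM, near the 83.3 and 82.2 CPM of replicates 1 and 2. Rps4l was lowest in replicate 3, at 126 CPM against 145 and 161 CPM, and so was Gtf2ird1, at 245 CPM against 286 and 270 CPM. Pnpla6 was highest there, at 142 CPM against 137 and 131 CPM, and so was Nxt2, at 28.1 CPM against 27 and 23.1 CPM.

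The rise of Rps4l was tested for reads shared with Rps4x. Rps4x had a log2 fold change of 0.27 (0.266, SE 0.151) in gtf2i/gtf2i, where a fall would be needed, and the gain of Rps4l (from 22.8 to 144 CPM) exceeds the whole wt level of Rps4x (110 CPM). A shift of reads from Rps4x is therefore unlikely.

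Gtf2ird1 rose in both crosses. Reads shared with Gtf2i would need a log2 fold change of Gtf2i of -0.33 in ird1/ird1, and it was -0.05 (-0.0473, SE 0.0837), which speaks against this in the ird1 cross. In the gtf2i cross it would need -0.47, and Gtf2i changed by -2.93 through its own mutation, so shared reads cannot be told apart from a rise of Gtf2ird1 there. An unlabelled lesion of Gtf2ird1 in the gtf2i cross could raise it too. The rise in gtf2i/gtf2i exceeded that in ird1/ird1 by 0.34 on the log2 scale (0.338, SE 0.129, unadjusted p of 0.0165 by edgeR's quasi-likelihood test). A first version of this test used the p adjusted over all genes, 0.296. A lesion need not act as the ird1 allele does, and it cannot be told apart from an effect of the Gtf2i mutation on Gtf2ird1.

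The telencephalon list was lower in gtf2i/gtf2i. A smaller share of telencephalon tissue would lower its restricted genes by 1 common amount. The log2 fold changes of 8 such genes varied 4.54 times as much as their errors allow, from -1.30 to -0.56. This test first used all 17 genes and was then narrowed to 8. These 8 were the most lowered genes of the list, so the test cannot decide for or against a smaller share of that tissue. With the length trend removed the adjusted p by fry was 0.00364. The neuron list fell less, with a median of -0.18 (-0.176) against -0.41 (permutation test of the lists, p = 0.0183). That test exchanged genes between the lists, and genes measured in the same embryos are not independent replicates. Its p does not cover the variation between embryos. It therefore cannot decide whether fewer neurons in the whole brain were the whole cause of the fall of the telencephalon list. Fewer neurons were not excluded, since 16 of the 20 neuron genes were lower. An earlier version used 5 neuron genes. A smaller share of telencephalon tissue remains possible. A change of expression within telencephalic cells remains possible too, and was not tested.

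Few genes differed between gtf2i and wt, and among those called under some alternatives Kdm5c, Hccs, Mid1, Msl3 and Prps2 lie on the X chromosome. Kdm5c rose by 0.42 on the log2 scale, while Hccs, Msl3, Mid1 and Prps2 changed by -1.13, -0.87, -0.82 and -0.76. Hccs, Msl3 and Mid1 also fell as Kdm5c rose within groups, with slopes of -1.9, -2.19 and -1.58. Kdm5c was at 286 to 303 CPM in wt and 379 to 401 CPM in gtf2i, without overlap. Kdm6a, Eif2s3x and Ddx3x, which like Kdm5c can be expressed from both X chromosomes, had a median log2 fold change of 0.41 (0.408). Unequal sex of the embryos is a candidate explanation that this value supports. The falls of Hccs, Msl3 and Mid1 go with it too, by their slopes on Kdm5c within groups, while Prps2 was not among the genes whose slope passed an adjusted p of 0.05.

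The wt groups of the crosses differed in 3827 genes at an unadjusted p under 0.05 (1864 without ird1 wt replicate 2), and in 3165 with the length trend removed. The 9 other splits of the same 6 libraries gave 195 to 2616, and 268 to 2146 with the trend removed, so the length trend is not a likely whole cause. With 10 splits the real one, the highest, has a share of 0.1. Its number without ird1 wt replicate 2 comes from a fit with fewer libraries, so it cannot be ranked against the splits of all 6. The crosses share 0 title numbers, so a difference in litter or library batch cannot be told apart from one between the crosses.

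For genes called in gtf2i/gtf2i, the median ratio of the heterozygous to the homozygous difference was -0.08 (-0.079). An additive effect of each allele would give 0.44 to 0.55 in the simulations, so it is unlikely for most of these genes. A response only in homozygotes would give -0.02 to 0.06. It cannot be told apart from other courses by the -0.079, because the simulations drew genes independently and their range is too narrow.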
